A study of Mus musculus with 7 samples. Its data were reported in "miR-486 is essential for muscle function and suppresses a dystrophic transcriptome" (2022).

How the data were processed

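RNA was measured in TA muscle of 6-month-old WT (3 libraries) and miR-486 KO (4 libraries) mice. Groups and replicate numbers were taken from the sample titles. The labels describe Trizol extraction and standard Illumina library preparation, whereas the methods of the study describe another extraction kit, removal of ribosomal RNA and a stranded library kit. The methods describe more WT animals than the 3 WT libraries analysed here.

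The deposited table holds whole-number read counts per Ensembl gene, made by the authors, with no normalization. The submitters' processing notes name CASAVA 1.8.2, Trim Galore 0.4.2, STAR 2.5.2b and HTSeq 0.6.1. The methods of the study describe a different route, transcript quantification with Salmon, from which a table with HTSeq summary rows does not come. The genome build, the annotation release and the strand setting of the counts are not given in the sources used here. Reads shared by gene copies, overlapping genes or antisense genes are therefore uncertain, and 6 of the 13 mitochondrially encoded protein genes had too few reads to be tested. The table has 48800 rows, of which 5 are summary rows and not genes. These 5 were kept out of library sizes and tests. Of all reads in the table, 24.4% to 34.3% had no unique alignment, 3.25% to 4.34% matched no feature and 4.04% to 4.44% were ambiguous, while unaligned and low-quality rows were 0. Gene counts came to between 23839577 and 28168275 per library. Of 48795 genes, 48349 were matched by identifier to GENCODE M21 (GRCm38), 41341 of them with the same version, for symbols, positions and 3′ UTRs. Coordinates are those of GRCm38. Before averaging, every pair of libraries was compared by a chi-square test of counts, and no pair agreed within sampling noise.

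Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM normalization, glmQLFit and glmQLFTest on genotype), with Benjamini-Hochberg adjustment over 14002 genes and a threshold of 0.05. Calls were counted again with an absolute log2 fold change of at least 1, the threshold the study states. CPM values are TMM-scaled. SE is the log2 fold change divided by the square root of F, and intervals are 95%. Strain could not be fitted, since by the labels it coincides with genotype.

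The choices were made before the data were examined unless stated. The figures of the study, which show results from these animals, had however been seen before the gene lists were written. Several lists, such as the collagens, other matrix, glycogen, FoxO, glucocorticoid and tendon lists, hold genes that the study listed as changed. Their results are therefore not independent of what the study reported. Named genes are the 12 largest rises and 12 largest falls among genes past the threshold, changed at least 2-fold, with an average of at least 1 CPM, without overlap of the groups, leaving out unnamed gene models and pseudogenes; up to 4 genes with the smallest p in each list; the eCLIP list; and Ank1, Foxo1, Dock3 and Nnt. In all 29 gene lists were tested, of which 1, with 1 gene named beforehand, is not reported here. The other 28 held collagens, other matrix, slow and fast contractile, myogenic, dystrophin complex, atrophy and FoxO, glucocorticoid, immediate early, clock, glycogen and glycolysis, fatty acid, tricarboxylic acid cycle, nuclear and mitochondrially encoded oxidative phosphorylation, interferon, histocompatibility, markers of endothelial, pericyte, fibro-adipogenic, tendon, myeloid, adipocyte, Schwann and erythroid cells, strain loss alleles, eCLIP targets, and the genes the study listed as changed. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the 29 lists, and again with an estimated correlation and with fry. Of the 29 lists, 17 passed with the preset correlation (7 up, 10 down), of which the genes the study listed are no test, since they were chosen on these animals, and 0 with an estimated one (lowest adjusted p 0.0581, 6 with an unadjusted p under 0.05), while 13 passed with fry, which tests whether the genes of a list move one way and does not compare them with other genes.

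Sites for miR-486-5p (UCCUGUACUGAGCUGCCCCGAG) were searched as GTACAGG, TACAGGA or GTACAGGA in the longest annotated 3′ UTR of each gene. A larger number of random words had been planned as the control, but only 419 other words of the same bases exist, and all were used. Changed genes within 10 Mb of Ank1 were counted with Fisher's exact test (SciPy 1.17.1).

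The steps were tested on simulated counts with 200 changed genes. With 3 and 4 libraries edgeR recovered 54% of genes changed by 1 log2 unit and 98% of those changed by 2, with 1.94% false among its calls over 13827 genes, and DESeq2 recovered 84% and 100% with 12.8% false. Without WT 3, edgeR recovered 85% and 99% with 6.60% false over 13993 genes. Within a gene, all simulated libraries were drawn with the same dispersion, so none stood apart as WT 3 does. These rates may therefore not hold for the real data. In simulated data 1 of 100 random lists passed camera at an unadjusted p of 0.05. The simulated genes were drawn independently, whereas the collagens, for example, had an estimated correlation of 0.35. The simulation therefore does not show how often a list passes falsely in the real data. A difference of 0.2 added to seed-site genes was returned as 0.194, over 12560 genes.

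Alternatives were RLE and upper-quartile scaling, no filter, a filter of 1 CPM in 3 libraries, limma-voom, DESeq2 1.42.0, each library left out in turn, and the replicate number as a block. Added after seeing the data were voom with library quality weights, WT 3 and KO 1 left out together, DESeq2 with WT 3 left out, and the libraries with shared numbers without the block.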

Results

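RNA sequencing was performed on tibialis anterior (TA) muscle, a fast-twitch muscle of the lower leg, from 6-month-old male mice. The libraries fell into 3 WT and 4 miR-486 KO samples. miR-486 is a muscle-enriched microRNA whose hairpin lies in an intron of Ank1, and it is deleted in the KO. Reads counted on genes came to 28168275, 26888065 and 26365928 in WT 1, WT 2 and WT 3, and to 26291885, 25241195, 26302079 and 23839577 in KO 1 to KO 4. The labels do not say that the libraries of a group came from separate animals, so the p-values measure the spread between these libraries. The labels give C57BL/6 as the strain of the WT mice and FVB N/J as that of the KO mice. The names of the WT data columns carry FVB, and the methods of the study describe a shared background, so a difference in strain cannot be separated from genotype here.

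WT 3 stood apart from the other libraries. Across genes, its log2 abundance correlated with that of the others at r between 0.937 and 0.951, and the first principal component, with 53.9% of the variance, separated it from the other 6. Transcripts encoded by mitochondrial DNA took 22.5% of its gene counts, against 13.3% and 13.0% in WT 1 and WT 2 and 15.8% to 17.9% in the KO libraries. Reads without a unique alignment made up 34.3% of its table, against 24.7% and 24.4% in WT 1 and WT 2 and 27.1% to 30.3% in KO.

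**Figure D1:**
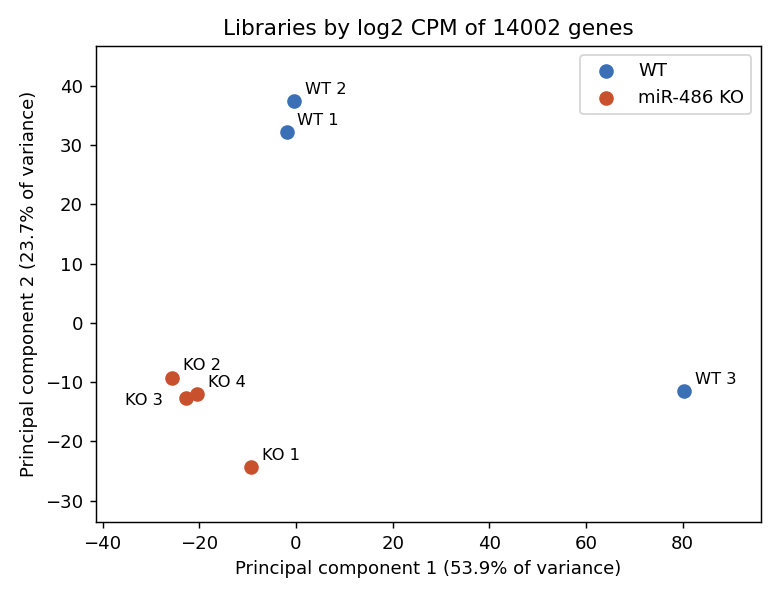
Each point is 1 library, placed by its first (horizontal) and second (vertical) principal component of log2 CPM over 14002 genes, with WT in blue and miR-486 KO in orange. WT 3 lies alone at the right on the first component (53.9% of variance), and the second (23.7%) separates WT 1 and WT 2 from the 4 KO libraries.

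The targeted locus was examined first. Ank1 (ENSMUSG00000031543.18, chromosome 8, 22974844 to 23150497 in GRCm38), the host gene of mir-486 and a membrane-skeleton adaptor, was not changed in KO muscle. Its counts were 7746, 7164 and 7267 in WT 1 to WT 3 and 7037, 6335, 6527 and 6648 in KO 1 to KO 4, which gave 277 ± 18.8 CPM in WT (SD, n = 3) and 258 ± 13.1 CPM in KO (SD, n = 4), with an edgeR adjusted p of 0.637. The log2 fold change was -0.10 with an SE of 0.12. The deletion removes an intronic hairpin, so the exonic counts of Ank1 do not test the genotype. The row of the hairpin itself (chromosome 8, 23142555 to 23142682) held 1, 1 and 0 reads in WT 1 to WT 3 and 0 in each KO library, a depth at which its loss was not detectable. Gm15816, an antisense RNA model that spans the hairpin (chromosome 8, 23138794 to 23149585), fell from 4.92 ± 1.41 CPM (SD, n = 3) to 1.77 ± 0.42 CPM (SD, n = 4), a log2 change of -1.47 with an SE of 0.25 and an edgeR adjusted p of 0.0256. It was chosen after its values were seen, and since the sources used here do not state whether counting used the strand, reads from Ank1 could not be told from its own.

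The main comparison asks how loss of miR-486 changed the muscle transcriptome. In KO muscle, 135 genes rose and 259 fell among the 14002 tested, and 72 of the rises and 163 of the falls were of at least 2-fold (edgeR quasi-likelihood test, adjusted p threshold 0.05). Genes for collagens, cardiac actin and the polyamine enzyme Smox fell, while Foxo1, Klf15, the glycogen-targeting subunit Ppp1r3c and the mitochondrial enzyme Idh2 rose. In each of the 394 changed genes the WT and KO libraries did not overlap in CPM. Over all tested genes, 3138 (22.4%) had no overlap, against 5.71% by chance. The number of changed genes rested on single libraries. Without WT 3 it was 1802 (873 rose, 929 fell), and these held all 394 with the same sign. It was 289 without WT 1, 139 without WT 2, 48 without KO 1, 44 without KO 2, 20 without KO 3 and 21 without KO 4, and the count of at least 2-fold was then 217, 126, 43, 40, 20 and 20, against 517 without WT 3. Of the 56 genes named by rule that passed the threshold, 15 lost it without WT 1, 25 without WT 2, 0 without WT 3, and 35, 40, 42 and 43 without KO 1, KO 2, KO 3 and KO 4.

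**Figure D2:**
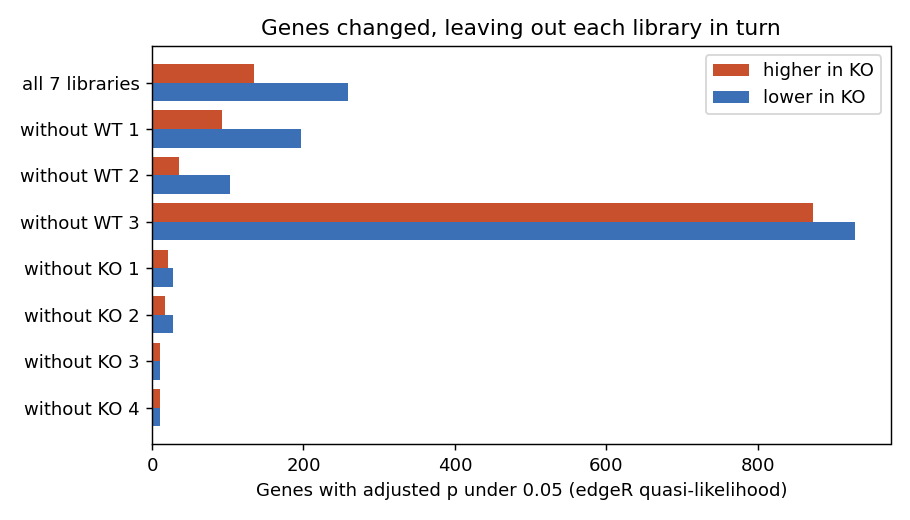
Bars give the number of genes with an edgeR adjusted p under 0.05 (horizontal axis) for all 7 libraries and with each library left out in turn (vertical axis), higher in KO in orange and lower in KO in blue. The total is 394 with all libraries, 1802 without WT 3 and between 20 and 289 without any other library.

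Among the named rises, H2-Q6, a non-classical class I histocompatibility gene, was at 1.09 ± 0.366 CPM in WT (SD, n = 3) and 9.11 ± 3.17 CPM in KO (SD, n = 4). Its log2 fold change was 3.05 (SE 0.36, edgeR adjusted p 0.0122). Its neighbour H2-Q7 rose by 2.78 on the log2 scale, and because the H2-Q genes are near-identical copies, the split of reads between them is uncertain. Unc13c, a synaptic vesicle priming gene, rose from 0.306 ± 0.0891 to 2.53 ± 0.354 CPM, and Rasd2, a small GTPase, from 3.59 ± 0.778 to 22.5 ± 1.97 CPM. Ppp1r3c, which targets protein phosphatase 1 to glycogen, was the most abundant of the 12 and rose from 260 ± 51.3 to 1011 ± 145 CPM (log2 fold change 1.96, SE 0.19, edgeR adjusted p 0.00684). Idh2, the mitochondrial NADP-dependent isocitrate dehydrogenase, rose from 62.3 ± 8.89 to 206 ± 34.2 CPM. The others were Ces1d (2.79), Cyp2c23 (2.39), Cuzd1 (2.02), Cyp1b1 (1.87), Cda (1.84) and Pim3 (1.70), as log2 fold changes, with edgeR adjusted p between 0.0147 and 0.0414.

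Among the named falls, Actc1, the cardiac alpha-actin that is also made in immature muscle, dropped from 390 ± 158 CPM in WT (SD, n = 3) to 32.6 ± 10.03 CPM in KO (SD, n = 4), a log2 fold change of -3.58 (SE 0.36, edgeR adjusted p 0.00697). Ces2c, a carboxylesterase, dropped from 2.74 ± 0.777 to 0.108 ± 0.0412 CPM. Myl2, the slow and ventricular regulatory light chain, dropped from 8.48 ± 4.28 to 1.10 ± 0.328 CPM. Gys2, the liver-type glycogen synthase, dropped from 3.25 ± 0.209 to 0.450 ± 0.309 CPM. Alb, the serum protein of the liver, had a log2 fold change of -5.43 (SE 1.14, edgeR adjusted p 0.0465), or -4.35 without WT 3, and a wide spread within WT, at 11.8, 1.502 and 29.4 CPM. The others were Cish (-3.48), Mt3 (-2.90), Egr1 (-2.86), Socs3 (-2.80), Ush1c (-2.50), Arsi (-2.39) and Comp (-2.39). Cish and Socs3 are feedback inhibitors of cytokine signalling, and WT 3 had the highest level of both and of Mt3. Without WT 3 the log2 fold change was -2.66 for Cish, -2.44 for Socs3 and -2.23 for Mt3.

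**Figure D3:**
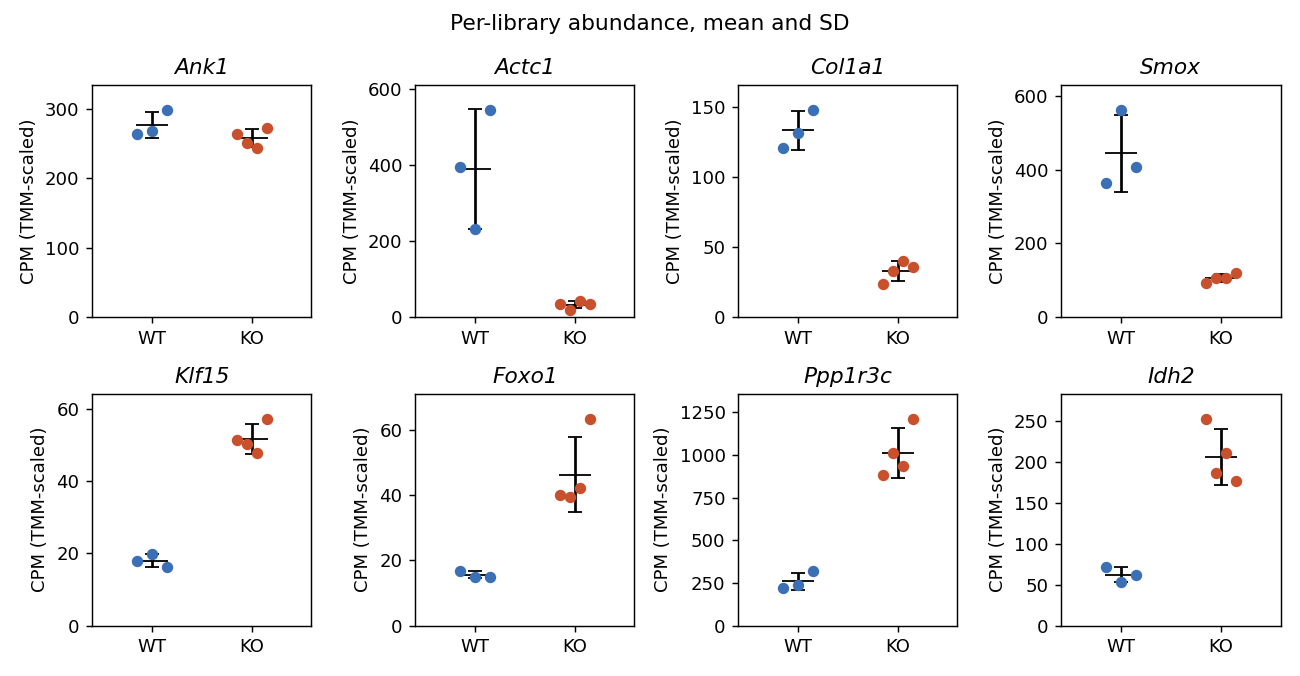
Each panel shows 1 gene, with TMM-scaled CPM on the vertical axis, 1 point per library (WT in blue, miR-486 KO in orange), and the mean and SD in black. Ank1 overlaps between the groups, Actc1, Col1a1 and Smox are lower in all 4 KO libraries than in all 3 WT libraries, and Klf15, Foxo1, Ppp1r3c and Idh2 are higher.

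Matrix genes past the threshold were lower in KO muscle. Of 18 measured fibrillar and network collagens, 7 fell and 0 rose over all genes tested, and 15 fell when adjusted over the list alone. Col1a1, a chain of type I collagen, fell from 133 ± 13.9 CPM in WT (SD, n = 3) to 33.0 ± 7.03 CPM in KO (SD, n = 4), a log2 fold change of -2.01 (SE 0.18, edgeR adjusted p 0.00661). Col1a2 and Col3a1 each fell by 1.72 on the log2 scale, and Col11a1 by 1.98. Of 37 other matrix and crosslinking genes, 5 fell and 0 rose, and 14 fell when adjusted over the list alone. These included Sparc, a collagen-binding matricellular protein (402 ± 73.0 to 155 ± 12.3 CPM), Ccn1 (52.0 ± 17.6 to 12.8 ± 3.17 CPM) and the proteoglycan Bgn (48.2 ± 2.54 to 26.7 ± 3.90 CPM). Of 8 markers of tendon cells, 2 fell past the threshold (Comp and Thbs4) and 7 when adjusted over the list alone, and their median log2 fold change was -1.30. Comp and Thbs4 are also in the list of other matrix genes and are among its 5 falls, and Fmod is in both lists too. The tendon list is therefore not separate evidence from the matrix list. The set test (camera in limma) gave an adjusted p of 1.0e-18 for the collagens, and the adjusted p = 0.0970 with an estimated correlation. For the other matrix genes these were 5.8e-08 and adjusted p = 0.160 with an estimated correlation, and for the tendon markers 3.3e-07 and adjusted p = 0.0581 with an estimated correlation (0.0159 without WT 3). The counts of 7 collagens, 5 other matrix genes and 2 tendon markers became 15, 12 and 7 without WT 3, but 4, 3 and 1 without WT 2, 3, 2 and 0 without KO 1, 2, 1 and 0 without KO 2, 3, 0 and 0 without KO 3, and 1, 0 and 0 without KO 4. Without WT 1 they were 4, 7 and 2.

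Contractile and myogenic genes past the threshold with all libraries were lower in KO. Of 20 slow and cardiac type contractile genes, 2 fell (Actc1 and Myl2), the same number as when adjusted over the list alone. Myh7, the slow myosin heavy chain, was at 9.56 ± 10.9 CPM in WT (SD, n = 3) and 1.66 ± 0.305 CPM in KO (SD, n = 4), with an edgeR adjusted p of 0.156, but without WT 3, which was at 0.535 CPM, it fell (log2 fold change -3.07, edgeR adjusted p 0.00110). The list passed camera with an adjusted p of 0.00364, and it had adjusted p = 0.274 with an estimated correlation. Of 22 fast type contractile genes only Casq1, the calcium buffer of the fast-fibre sarcoplasmic reticulum, fell (2453 ± 180 to 1560 ± 99.7 CPM, edgeR adjusted p 0.0443), and the list did not pass (adjusted p 0.108, but 0.0082 without WT 3, with adjusted p = 0.454 with an estimated correlation). Myh4, the main fast myosin of this muscle, was at 52580 ± 4846 CPM in WT and 47550 ± 8422 CPM in KO. Of 18 genes of myogenesis and regeneration, 3 fell, 8 when adjusted over the list alone. These were Actc1, the adhesion molecule Ncam1 (11.1 ± 4.58 to 3.80 ± 0.990 CPM) and the growth factor Igf1 (22.4 ± 11.3 to 7.94 ± 1.78 CPM), and the list gave an adjusted p of 4.6e-06 by camera and adjusted p = 0.194 with an estimated correlation. Of 20 genes of the dystrophin complex and sarcolemma, 1 fell, 2 when adjusted over the list alone. It was Cav3, the muscle caveolin (60.2 ± 9.25 to 37.0 ± 1.91 CPM). That list gave an adjusted p of 0.0490 by camera and adjusted p = 0.360 with an estimated correlation, and it was lost without WT 1 (0.154), WT 2 (0.158), KO 1 (0.279) or KO 3 (0.0504). Without WT 3 the numbers past the threshold in these 4 lists were 6, 4, 8 and 5, of which Myl3 in the slow list and Myog in the myogenic list rose. They were 2, 0, 1 and 0 without WT 2, and 1 or 2, 0, 1 and 0 without any 1 KO library, and no fast type gene passed without WT 1 (0 in edgeR, against 6 at an unadjusted p under 0.05 and 3 in DESeq2 with all libraries).

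Genes of fuel use moved in both directions. Of 29 genes of fatty acid uptake and oxidation, 3 rose, 8 when adjusted over the list alone, and 0 fell. They were Dgat2, the last enzyme of triglyceride synthesis (7.14 ± 1.27 to 17.3 ± 2.33 CPM, n = 3 and 4, SD), the fatty acid transporter Slc27a1 (37.6 ± 8.62 to 90.5 ± 10.1 CPM) and lipoprotein lipase, Lpl (403 ± 42.1 to 660 ± 82.9 CPM). The list rose by camera with an adjusted p of 2.0e-10, and had adjusted p = 0.194 with an estimated correlation. Of 32 genes of glycogen and glycolysis, Ppp1r3c and Ldhb rose and 3 fell, Gys2, the glycogen-binding protein Stbd1 (146 ± 41.2 to 57.1 ± 4.07 CPM) and Fbp2, the muscle fructose bisphosphatase (57.4 ± 7.41 to 27.7 ± 6.46 CPM). Adjusted over the list alone, 2 rose and 7 fell. The list went down with an adjusted p of 0.00992 by camera and adjusted p = 0.273 with an estimated correlation (0.0222 without WT 3), and its call was lost without WT 1 (0.0819) or WT 2 (0.118). Of 21 genes of the tricarboxylic acid cycle only Idh2 rose, and 2 when adjusted over the list alone. Its adjusted p of 0.0368 by camera, and adjusted p = 0.552 with an estimated correlation, was lost without WT 3 (0.492), KO 1 (0.0655) or KO 3 (0.0715). Among 28 nuclear genes of oxidative phosphorylation only Nnt rose, also when adjusted over the list alone, and the list had an adjusted p of 0.959. Nnt was lost without WT 2 or any 1 KO library, and 3 of the 28 passed without WT 3. Of 7 measured mitochondrially encoded genes 0 passed in edgeR, also when adjusted over the list alone, 0 had an unadjusted p under 0.05 and 0 passed in DESeq2. That list had an adjusted p of 0.940, with the direction up by camera and a median log2 fold change of -0.07. Without WT 3, 3 of the 7 passed and the list had an adjusted p of 0.00029 by camera and adjusted p = 0.229 with an estimated correlation. The numbers past the threshold in the fatty acid, glycogen and cycle lists were 15, 15 and 3 without WT 3, 2, 3 and 1 without WT 2, 0, 2 and 1 without KO 1, 1, 2 and 1 without KO 2, 0, 1 and 1 without KO 3, and 0, 1 and 1 without KO 4.

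Genes of protein turnover and hormone response were tested as 4 lists. Of 23 genes of the atrophy and FoxO response, Foxo1, Klf15 and the cell cycle inhibitor Cdkn1a rose and the ubiquitin ligase Nedd4l fell, and adjusted over the list alone 5 rose and 1 fell. Foxo1, a transcription factor of fasting and atrophy, rose from 15.6 ± 1.01 CPM in WT (SD, n = 3) to 46.3 ± 11.5 CPM in KO (SD, n = 4), a log2 fold change of 1.57 (SE 0.19, edgeR adjusted p 0.0129). The ubiquitin ligase Trim63, a marker of atrophy, was at 174 ± 60.3 and 194 ± 47.6 CPM (edgeR adjusted p 0.764). The list gave an adjusted p of 1.9e-04 by camera and adjusted p = 0.152 with an estimated correlation. Of 22 glucocorticoid responsive genes, 4 rose and 0 fell, and 5 rose when adjusted over the list alone. They were Klf15 (17.96 ± 1.87 to 51.6 ± 4.05 CPM), Tsc22d3 (247 ± 57.7 to 515 ± 55.0 CPM), Dusp1 (44.7 ± 0.660 to 87.0 ± 11.2 CPM) and glutamine synthetase, Glul (125 ± 64.7 to 351 ± 56.2 CPM). The list rose by camera with an adjusted p of 3.4e-09, and had adjusted p = 0.0970 with an estimated correlation. Without WT 3, 13 of its genes rose and 1 fell, with adjusted p = 0.0159 with an estimated correlation. Of 21 clock genes Nfil3 rose and Bhlhe41 fell, and adjusted over the list alone 5 rose and 2 fell. The adjusted p was 0.0125 by camera and adjusted p = 0.194 with an estimated correlation, and the call was lost without WT 1 (0.0960). Of 26 immediate early genes Dusp1 rose and Egr1, Ccn1 and Socs3 fell, and adjusted over the list alone 7 rose and 5 fell. That list did not pass (adjusted p 0.755, direction up by camera although its median log2 fold change was -0.18), but without WT 3, where 10 of its genes rose and 4 fell, it passed (1.1e-06, and adjusted p = 0.173 with an estimated correlation). The numbers past the threshold in these 4 lists were 7, 14, 11 and 14 without WT 3, and 2 or 3, 1 or 2, 0, and 0 to 2 without any 1 KO library. For the clock genes it was 1 without WT 1 or WT 2.

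Immune and vascular genes made up 4 more lists. Of 19 histocompatibility genes H2-Q6, H2-Q7 and H2-T10 rose, and adjusted over the list alone 7 rose and 1 fell. The class I gene H2-K1 was at 24.4 ± 5.37 CPM in WT (SD, n = 3) and 46.9 ± 12.2 CPM in KO (SD, n = 4), with an edgeR adjusted p of 0.0706 (0.00677 without WT 3). The list gave an adjusted p of 1.0e-06 by camera and adjusted p = 0.210 with an estimated correlation. These genes differ in sequence between mouse strains, so their counts are uncertain. Of 30 interferon response genes 0 passed in edgeR, also when adjusted over the list alone, 5 had an unadjusted p under 0.05 and 3 passed in DESeq2. That list rose with an adjusted p of 0.0427 by camera, had adjusted p = 0.697 with an estimated correlation, and was lost without WT 2 (0.127), WT 3 (0.168, with 1 gene past the threshold) or KO 3 (0.370). Of 14 endothelial markers Kdr, the main VEGF receptor, fell (71.5 ± 11.8 to 37.3 ± 5.76 CPM, edgeR adjusted p 0.0263), and 3 when adjusted over the list alone. The list fell with an adjusted p of 0.00170 by camera and adjusted p = 0.194 with an estimated correlation. Of 10 pericyte and smooth muscle markers 0 passed in edgeR over all genes, 7 had an unadjusted p under 0.05, 4 passed in DESeq2 and 6 fell when adjusted over the list alone. They fell as a list with an adjusted p of 2.3e-04 by camera and adjusted p = 0.210 with an estimated correlation. Histocompatibility, endothelial and pericyte genes past the threshold numbered 8, 5 and 4 without WT 3, 1, 0 and 1 without WT 1, 1, 0 and 0 without WT 2, and 1 or 2, 0 and 0 without any 1 KO library.

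Markers of other cell types did not pass as lists. Of 11 fibro-adipogenic progenitor markers Clec3b fell (23.97 ± 3.27 to 16.3 ± 0.742 CPM), also when adjusted over the list alone, and the list had an adjusted p of 0.529 by camera. Of 14 macrophage and myeloid markers S100a9 fell, also when adjusted over the list alone, with an adjusted p of 0.528 by camera that became 0.0134 without WT 2. Clec3b was lost without WT 1, WT 2 or any 1 KO library and S100a9 without any 1 KO library, and 2 progenitor markers fell without WT 3. Of 8 adipocyte, 9 Schwann cell and 4 erythroid markers, 0, 0 and 0 passed in edgeR, also when adjusted over the list alone, 0, 1 and 0 had an unadjusted p under 0.05, and 0 passed in DESeq2. Their adjusted p by camera was 0.940, 0.291 and 0.279, and the Schwann cell markers passed without KO 4 (0.0155). For the adipocyte markers camera gave the direction up although their median log2 fold change was -0.32, and 1 passed without WT 3.

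**Figure D4:**
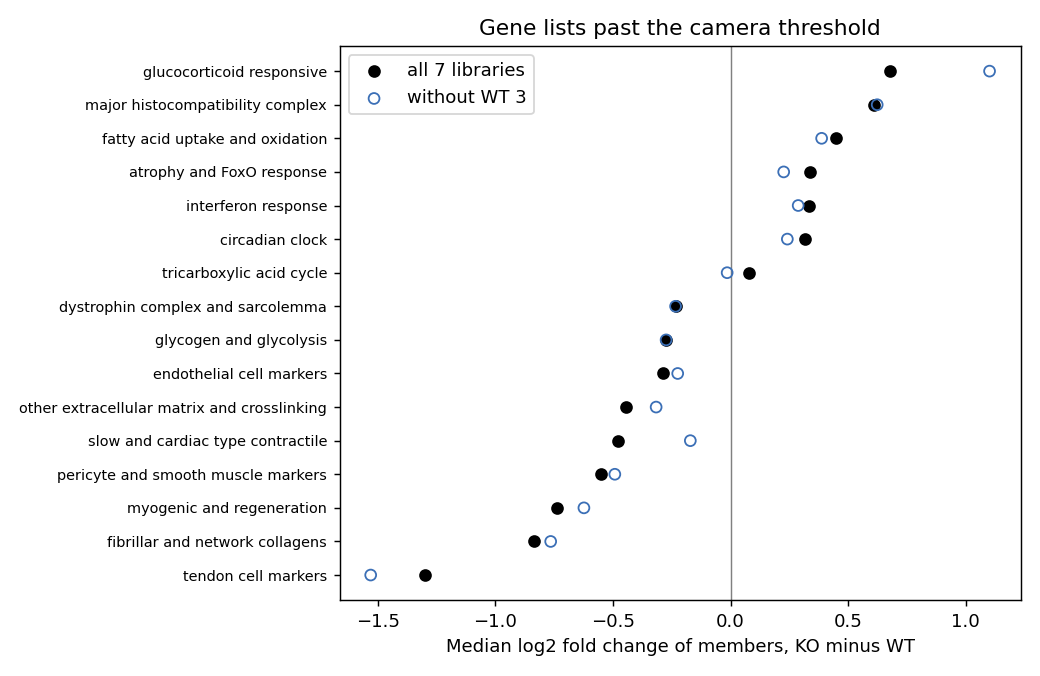
Points give the median log2 fold change, KO minus WT, of the members (horizontal axis) of each gene list that passed camera (vertical axis), with all 7 libraries filled and without WT 3 open. The list chosen by the study is left out. Tendon markers (-1.30) and collagens (-0.84) lie lowest and glucocorticoid responsive genes (0.68) highest, and the tricarboxylic acid cycle list changes sign without WT 3 (0.08 to -0.01).

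Genes tied to miR-486 by other evidence were compared last. Targets named by the study come from chimeric eCLIP, an assay that ligates a microRNA to the transcript it is bound to. All 18 of them were measured and 0 passed in edgeR, also when adjusted over the list alone, 3 had an unadjusted p under 0.05 (Pgam2, Bhlhe40 and Auh) and 2 passed in DESeq2. Pgam2, the muscle phosphoglycerate mutase, was at 3353 ± 1654 CPM in WT (SD, n = 3) and 1726 ± 136 CPM in KO (SD, n = 4), with an edgeR adjusted p of 0.116. Bhlhe40, a clock-linked repressor, was at 136 ± 51.3 and 74.7 ± 16.7 CPM, and Auh, an RNA-binding hydratase, at 51.2 ± 1.56 and 62.0 ± 3.37 CPM. The median log2 fold change of the 18 was -0.02 and camera gave an adjusted p of 0.826. Without WT 3, 4 of the 18 passed, with Pgam2 and Bhlhe40 among the 3 that fell and Auh the 1 that rose. Tnnc2, one of the 18, had only 2.25 ± 0.359 CPM in WT, far below other fast contractile genes, so its count is uncertain. Dock3 had 0 to 2 reads per library and was not tested.

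Transcripts with a binding word for miR-486-5p in the 3′ UTR did not rise beyond other words. Of 12560 tested genes with an annotated 3′ UTR, 2105 held a site, with a median log2 fold change of 0.05 against -0.02 in the others. The difference of 0.0719 lay within the central 95% of 419 other words of the same bases (0.0204 to 0.0911), with a two-sided permutation p of 0.410. Against genes without a site matched on UTR length it was 0.0011. Without WT 3 the difference was -0.0092 (permutation p 0.686).

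Of genes the study listed as changed, the copy used here holds 202, fewer than all those quoted from the study, and of the 190 measured 51 rose and 93 fell. Adjusted over the list alone, 71 rose and 117 fell, but the study chose this list on these animals, so it is not independent evidence. Smox, spermine oxidase, fell from 445 ± 105 CPM in WT (SD, n = 3) to 106 ± 10.7 CPM in KO (SD, n = 4), a log2 fold change of -2.07 (SE 0.18, edgeR adjusted p 0.00595). With DESeq2 190 genes of this list passed. The 144 that passed in edgeR became 132 without WT 1, 74 without WT 2, 187 without WT 3, and 33, 29, 16 and 16 without KO 1, KO 2, KO 3 and KO 4.

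Nnt, the mitochondrial transhydrogenase that C57BL/6J mice carry as a deletion allele, rose from 60.9 ± 17.8 CPM in WT (SD, n = 3) to 125 ± 8.86 CPM in KO (SD, n = 4). Its log2 fold change was 1.04 (SE 0.20, edgeR adjusted p 0.0373). Disc1, which carries a loss allele in some strains, was at 0.458 ± 0.205 and 0.470 ± 0.129 CPM. Of the 5 listed genes with known loss alleles these 2 were measured, 1 passed, also when adjusted over the list alone, and camera gave an adjusted p of 0.0613. The list passed without WT 1 (0.0323), WT 3 (0.0236) or KO 2 (0.0465), and Nnt itself was lost without WT 2 or any 1 KO library. With an estimated correlation, camera gave this list an adjusted p of 0.210, or 0.287 without WT 3.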

Values the study reported

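The study reported that 96 transcripts rose and 190 fell in TA muscle of the knockout compared with WT. It gave a mean quasi-mapping rate of 70.4%, and n = 4 mice in each cohort. Its eCLIP analysis named 18 direct targets of miR-486. By quantitative PCR it reported almost all of these as raised in knockout TA muscle. In stained sections it reported more fibrosis in knockout TA muscle than in WT.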

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

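No test in this part was chosen after its result was seen. Over 134 named genes and 8 library measures, 10 of 142 values, all of genes, had 1 KO library far from the other 3, where about 7.1 are expected by chance, since such a rule marks about 1 in 20 groups of 4. The WT group of 3 was not tested in this way.

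In KO 4, Alb was at 1.15 CPM against 0.0374 to 0.0795 in the other KO libraries. Socs3 was at 1.65 CPM there against 1.13 to 1.19. Ankrd1, a stretch-responsive ankyrin repeat protein, was at 27.6 CPM against 5.13 to 8.49. Igf2 was at 12.1 CPM against 9.30 to 9.70. Foxo1 was at 63.4 CPM against 39.5 to 42.1.

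In KO 2, Gys2 was at 0.914 CPM against 0.288 to 0.301. In KO 3, the interferon-induced GTPase Tgtp1 was at 5.57 CPM against 0.781 to 1.28, and the adipokine Retn at 0.374 CPM against 0.164 to 0.199. In KO 1, Car3 was at 4867 CPM against 3792 to 3940, and Pgam2 at 1930 CPM against 1648 to 1667.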

How the results depend on the processing

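The tests with voom quality weights, with WT 3 and KO 1 left out, with DESeq2 and WT 3 left out, and with the shared numbers alone were chosen after the data were seen. The 394 changed genes became 1118 with DESeq2, 2347 with quality weights, 2372 without WT 3 and KO 1, 1676 by DESeq2 without WT 3, and 20 to 1802 with 1 library left out. The 235 changed at least 2-fold became 374 without a filter, 453 with DESeq2, 572, 510 and 466 under the 3 added settings in that order, and 20 to 517 with 1 library left out. Of the 1118 genes, 394 were shared with the edgeR calls, all with the same sign. The cause of these shifts was not tested. RLE scaling (395), upper-quartile scaling (455), a CPM filter (379) and limma-voom (322) stayed within 1.5 times. With an estimated correlation 0 of 17 lists passed camera. The common biological coefficient of variation, fitted over all genes, was 0.213 with all libraries and 0.102 without WT 3.

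Replicate numbers 1 to 3 gave no sign of pairing the samples. The deviations of WT and KO libraries with the same number correlated at -0.315, 0.256 and -0.124 over genes, and not every library correlated best with its own number. The WT deviations were taken from a mean that holds WT 3, which stood apart. Against KO 1, for example, WT 1, WT 2 and WT 3 were at -0.315, -0.307 and 0.376, so these values cannot exclude pairing. With the number as a block over 3 pairs, edgeR called 0 genes and 0 of at least 2-fold, with 1552 at an unadjusted p under 0.05, while the same 6 libraries without the block gave 21 and 20. No other tool was run with the block. Lists passing camera numbered 18.

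Among named genes, mitochondrially encoded transcripts reversed where WT 3 was left out. The log2 fold change of mt-Nd4 was then 0.41 (lowest with another library left out, -0.33), 0.34 without KO 1 too, and 0.40 by DESeq2. For mt-Nd6 these were 0.33 (lowest -0.26), 0.33 and 0.32. By DESeq2 without WT 3, mt-Cytb was at 0.27 and mt-Nd1 at 0.32. Ank1 and the seed-site difference kept their side of the threshold under each alternative run. So did the p of the chromosome 8 test, but the upper bound on the share of changed genes near Ank1 was 16.84% without KO 3 and 16.11% without KO 4, above the 10% set beforehand, and with the block 0 genes changed, which left nothing to test. Depth limits genes with few reads, such as the mir-486 hairpin.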

Other observations

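The splits, the chromosome 8, Nnt and seed-site tests were set before their results, and the tests on WT 3, the matrix genes and the glucocorticoid genes were chosen after those results were seen. Genes in the next paragraph were picked after their values were seen.

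Meg3 and Rian are maternally expressed noncoding RNAs of the imprinted Dlk1-Dio3 region. Meg3 fell from 35.8 ± 14.9 CPM in WT (SD, n = 3) to 12.1 ± 1.55 CPM in KO (SD, n = 4), a log2 fold change of -1.56 (SE 0.25, edgeR adjusted p 0.0216), and Rian fell from 29.1 ± 8.23 to 11.4 ± 1.76 CPM. Mirg, further along the same cluster, was at 2.11 ± 1.46 and 0.451 ± 0.156 CPM (edgeR adjusted p 0.0549, or 0.0170 without WT 3). Ighg1, an immunoglobulin heavy chain constant gene whose alleles differ between mouse strains, fell from 1.09 ± 0.418 to 0.0478 ± 0.0356 CPM. In WT 3, Ddit4 and Per1 were nearer to the KO level than in WT 1 and WT 2. Ddit4, an inhibitor of mTOR signalling, was at 3.79, 4.88 and 86.4 CPM in WT 1 to WT 3 and at 173 to 232 CPM in KO, and Per1 was at 19.96, 26.5 and 146 CPM against 136 to 170 CPM. Csrp3 and Atf3 were high in WT 3 and in no other library. Csrp3, a Z-disc protein induced by load, was at 1686 CPM there and at 22.1 to 91.8 CPM elsewhere, and Atf3 at 173 CPM against 1.54 to 16.2 CPM.

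Whether chance could give such counts was examined by refitting the 35 splits of the libraries into 3 and 4. Only 1 split, the real one, gave as many as 394 genes, and the highest of the others gave 0 by edgeR (1301 at an unadjusted p under 0.05, against 2835 in the real split). For the genes changed at least 2-fold it was again 1 split, with 235 against 0. The 235 are part of the 394, so the counts are not separate tests. The smallest share that 35 splits can give is 1 in 35, which makes chance alone unlikely but does not exclude it. DESeq2 was not run on the splits.

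Within 10 Mb of Ank1, 2 of 100 tested genes changed (Gm15816 and Rnf122), against 392 of 13879 elsewhere (Fisher's exact test, two-sided p 1.0). They are 0.508% of the changed genes (exact 95% interval 0.0615 to 1.82). With only 100 tested genes, the window could never have held most of the 394 changed ones, so this share decides nothing. The share of genes changed was 2.0% there against 2.82% elsewhere, so no excess was seen near Ank1. Within 20 Mb it was 1.10% against 2.84%, and a longer kept segment was not tested. The Nnt log2 fold change of 1.04 reached the 1 log2 unit set beforehand for the C57BL/6J deletion allele in WT, but its 95% interval (0.58 to 1.497) reached below it, and without WT 3 the value was 0.83, so this test does not decide whether the groups differ in strain. For seed-site genes the difference of 0.0719 lay within that of other words, which gives no sign that transcripts with the site rose as a class.

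WT 3 stands apart from all other libraries. Loss of reads by transcript length or GC content was predicted to take at least 50% of the variance of its deviation from WT 1 and WT 2 and took 8.86% (95% bootstrap interval 8.08 to 9.86), which is close to the bound of 10% set against it. The SD of the deviation went from 0.696 to 0.665 log2 units after removing that trend, so it does not account for most of the deviation. Over 502 genes changed at least 2-fold without WT 3, WT 3 was placed on a scale from WT 1 and WT 2 at 0 to KO at 1. Its median position was 0.338 (0.25 to 0.406, resampled over genes), with quartiles of -0.172 and 0.797. KO libraries lay at 0.934 to 1.09, but the genes were chosen on these KO libraries without WT 3, which places KO near 1. On the second principal component WT 3 (-11.47) lay among the KO libraries (-24.36 to -9.219). The median lay nearer to WT 1 and WT 2, but this test does not settle whether WT 3 is a KO sample under a WT label. Damage, handling or another state of that sample stays open and was not tested.

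Matrix and tendon genes past the threshold were lower in KO, although with all libraries their lists did not pass camera with an estimated correlation. Less tendon in the KO samples predicts basement membrane genes near 0, and the median of 7 such genes was -0.063 (95% bootstrap interval -0.57 to -0.05), or -0.18 without WT 3, on the side that less tendon predicts but with an interval too wide to settle it. The members were split. Col18a1 (-0.82), Col4a1 (-0.57) and Col4a2 (-0.56) were lower in every KO library than in any WT library, against that prediction. The rest lay at -0.063 or above. Fewer fibro-adipogenic progenitor cells predicts that their other markers fall at least to 0.5 of the collagen median (-0.42), and the median of 8 was -0.17 (-0.43 to 0.40), an interval that just reaches the predicted fall. Without WT 3 it was -0.087 (-0.203 to 0.205), all above 0.5 of the collagen median (-0.382), a smaller fall than that explanation predicts. These bootstrap intervals resample genes and not libraries, and the collagen median was given no interval. They hold no spread between libraries, so they do not settle whether the KO samples held fewer of these cells. Both dissection and a lower matrix output in the KO may account for the pattern, as may strain. The study reported more fibrosis in sections of KO TA muscle, the opposite direction to these matrix transcripts. Stained area and RNA are different measures, and their relation was not tested. The pericyte and endothelial marker lists had negative medians too (log2 fold change -0.55 and -0.29), and their relation to the matrix genes was not tested.

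With all libraries, glucocorticoid responsive genes past the threshold were higher in KO, although their list did not pass camera with an estimated correlation. Harvest at another time of day was tested on Arntl, Nr1d1 and Dbp. Of these Arntl moved most, at 0.56 (95% interval 0.06 to 1.05), below the 1 log2 unit predicted, with an upper bound just past it. Without WT 3 the intervals of all 3 lay within 1 log2 unit (Arntl 0.35, 0.02 to 0.68; Nr1d1 -0.34, -0.61 to -0.06; Dbp 0.21, -0.40 to 0.81), which goes against a shift of that size. The Arntl and Nr1d1 intervals lay on opposite sides of 0, however. Of the 21 clock genes, 11 passed without WT 3 (9 rose and 2 fell), so a smaller shift stays open. Stress of single animals was tested first by whether any WT library came near KO. WT 3 had a list mean of -0.403 relative to the KO mean, below the lowest KO library (-0.0982) by 0.305, more than the KO range of 0.248. That met the bound set against that explanation, but the bound was set after the list had been seen to be higher in KO. A second test, chosen after that result, gave a WT range (0.959) at 94.2% of the KO to WT difference (1.02). That range is set by WT 3 alone (WT 1 was at -1.29 and WT 2 at -1.36). The shift of 1 WT library was thus nearly as large as the group difference, and neither test settles stress of single animals. Handling that differed between the groups, a smaller shift in time of harvest, strain and genotype were not separated.

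The number of WT libraries and the read quantification here are unlike those the study describes, so counts are not directly comparable. At the thresholds the study states, DESeq2 gave 149 genes that rose. That is higher than the value quoted from the study above. It gave 304 genes that fell. That too is higher than the value quoted from the study above. With edgeR, the main fit, 72 rose and 163 fell at the same thresholds. Both are lower than the values quoted above. Without WT 3, however, edgeR gave 237 and 280, both higher than those values.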
